A study of Homo sapiens with 4 samples. Its data were reported in "Deep and accurate detection of m6A RNA modifications using miCLIP2 and m6Aboost machine learning" (2021).

How the data were processed

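miCLIP2 was performed on polyadenylated RNA of untreated C643 cells in 3 biological replicates, of which replicate 1 was sequenced as 2 technical libraries. The RNA was fragmented, crosslinked to an anti-m6A antibody with ultraviolet light and immunoprecipitated, and the cDNA ends at the crosslinked position. The authors aligned the reads to GRCh38 with STAR, kept uniquely mapping reads, removed duplicates by their molecular identifiers and set reads with C-to-T transitions apart. They called peaks on each replicate with PureCLIP, kept peaks found in more than one replicate, and classified peaks at adenosines with m6Aboost, an AdaBoost model that uses the surrounding 21 nt, the transcript regions that any isoform gives the site, C-to-T transitions and how strong the signal is relative to the rest of the gene. The deposited list gives the sites that the authors called modified, pooled over replicates, with a prediction score for each that is a fraction between 0 and 1. It gives no read counts, no rejected peaks and no values per replicate, so depth per site is unknown and no replicate could be left out. Peaks need reads, so a site can be listed only in a gene that is expressed well enough, and alignment, antibody and classifier preferences all shape the list. Region and sequence were inputs of the classifier, which bears on every comparison of regions and motifs.

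The site positions were read as a BED list and are given 1-based. All of them fell within the chromosomes of the reference (0 beyond a chromosome end) and on an A, and there were 0 duplicates. Genes were taken from GENCODE release 44, a later release than the one the authors used on the same assembly. For each gene the longest spliced transcript was chosen among those with a transcript support level of at most 3, or none given, and a support level of at most 2. Protein-coding genes were preferred where genes overlap, then genes that are not readthrough, then the longest; 297 sites were exonic in more than one candidate. Of the sites, 17757 were exonic in the chosen transcripts, of which 17751 had a full pentamer in the transcript and entered the motif tables. The chosen transcripts with exonic sites held 215237 DRACH motifs, of which 15734 were listed.

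Position tests kept the number of listed motifs of each transcript and redrew which motifs of that transcript were listed. The number in a class is then a sum of hypergeometric counts, from whose exact distribution 100000 resamples were drawn. Spacing and local GC content used 10000 redraws. All tests were two-sided with a threshold of 0.05. Ratios of observed to expected have bootstrap intervals over transcripts (2000 resamples), and shares have Wilson intervals at 95%. Median scores were compared by permuting motif labels 100000 times. The intron test was an exact binomial test, and Fisher's exact test was an alternative for the position of non-DRACH sites. Genes and sites named in the text follow a rule fixed before the data were examined, apart from the mitochondrial sites and the pair in RHOB. The rule takes the 5 genes with the most sites, the 3 highest and 3 lowest scores, and 9 genes named by the study. It also takes the 5 most frequent DRACH and the 5 most frequent non-DRACH pentamers. The alternatives were fixed at the same time, except those said to have been chosen after seeing the data. They changed the score threshold, the choice of transcript, windows, background motifs and the number of sites used per transcript.

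The tests were tested on simulated data drawn on the DRACH motifs of the 3611 coding host genes. Without an effect, 1 of 20 simulated lists passed the threshold for the stop codon and 1 of 10 for spacing. With a planted odds ratio of 3 near the stop codon, 20 of 20 lists passed and the median estimate of the odds ratio was 2.99. The ratio of observed to expected, the measure used in the Results, had a median of 2.03 in these lists. With planted clustering 10 of 10 passed. The spacing simulations used fewer redraws than the data. Sites were drawn independently unless clustering was planted, so the stop codon test was not checked on clustered lists. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9.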

Results

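The data are a list of N6-methyladenosine (m6A) sites in the polyadenylated RNA of C643 cells, an established line derived from an anaplastic thyroid carcinoma. The assay was miCLIP2, in which an anti-m6A antibody is crosslinked to RNA fragments with ultraviolet light and the position where reverse transcription stops marks the modified nucleotide. The peaks at adenosines were classified by m6Aboost, a machine learning model that gives each a prediction score. There was 1 group of untreated cells with 3 biological replicates, sequenced as 4 libraries because replicate 1 had 2 technical libraries. The replicates were pooled into 1 list, so no spread between replicates could be computed, the sequencing depth behind a site is unknown, and no control or METTL3-depleted sample was analysed here. The intervals below are 95% Wilson intervals over listed sites, or bootstrap intervals over transcripts for ratios. They cover the sampling of sites or transcripts and no variation between cultures.

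The list held 18789 sites, each 1 nt wide, with 9709 on the plus strand and 9080 on the minus strand of GRCh38, and 100% of them were at an A of the reference on their strand. Prediction scores ran from 0.50 to 1, with a median of 0.754 and quartiles of 0.640 and 0.847. A score of exactly 1 was given to 25 sites in 25 genes, and the next highest score was 0.991. At a score of at least 0.7 the list held 11811 sites.

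Sites were first set against the DRACH motif (D, A, G or T; R, A or G; H, A, C or T), the sequence that the METTL3 methyltransferase complex prefers. Of the 18789 sites, 16664 (88.7%, 88.2 to 89.1) lay at DRACH and 2125 (11.3%, 10.9 to 11.8) did not. In the 3692 host transcripts with an exonic site that had a full pentamer, DRACH made up 8.14% of the positions when as many adenosines were redrawn at random within each transcript, against 88.6% of the 17751 sites that entered the test. The ratio of observed to expected was 10.9 (10.8 to 10.97, two-sided permutation test, p = 1e-05, the smallest these permutations can give). With the motif loosened to RAC the ratio was 7.90.

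Among DRACH sites the most frequent pentamer was GGACT with 4072 sites, followed by GGACA with 2528, GGACC with 1911, GAACT with 1880 and AGACT with 1870. The number of sites also reflects how often a pentamer occurs. Of the 14764 GGACT motifs in the exons of host transcripts 25.9% were listed (25.2 to 26.6), against 5.94% (5.84 to 6.05) of the 200473 other DRACH motifs. Within transcripts, GGACT made up 24.3% of DRACH sites where 7.82% were expected, a ratio of 3.10 (3.03 to 3.19, p = 1e-05, the smallest these permutations can give). GAACT and AGACT followed with 16.9% (16.2 to 17.7) and 15.97% (15.3 to 16.7) of motifs listed.

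**Figure D1:**
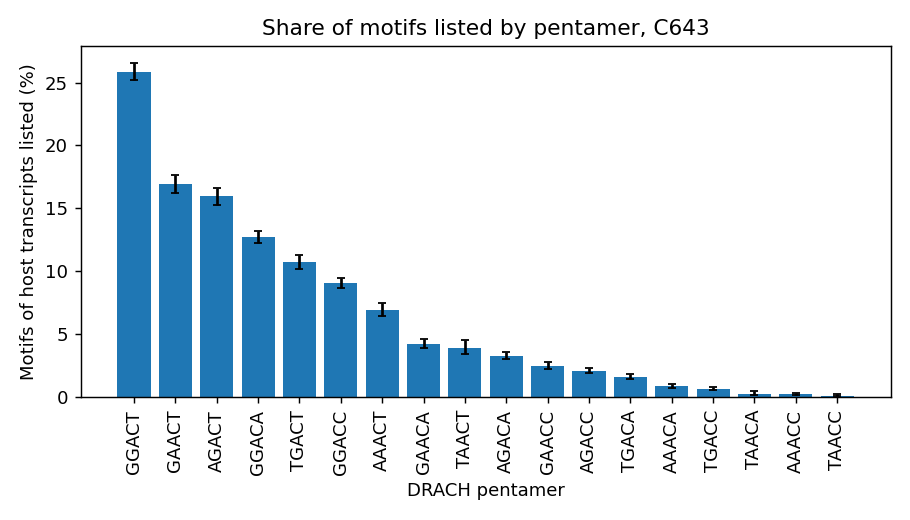
Percentage of the DRACH motifs in exons of host transcripts that were listed as m6A sites (y axis), for each DRACH pentamer (x axis), with 95% Wilson intervals as error bars. GGACT stands highest at 25.9%, with GAACT at 16.9% and AGACT at 15.97% next.

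Non-DRACH sites were dominated by a few pentamers. GGACG accounted for 735 of them, GTACT for 261, GGATT for 191, AGACG for 108 and GAACG for 104. The C that follows the A in DRACH was present at 1653 non-DRACH sites (77.8%, 76.0 to 79.5) and absent at 472 (22.2%, 20.5 to 24.03). The median prediction score was 0.621 at non-DRACH sites (quartiles 0.551 and 0.723) and 0.769 at DRACH sites (0.660 and 0.855). The difference of -0.148 (bootstrap interval -0.156 to -0.140) was past the threshold in a two-sided permutation test (p = 1e-05, the smallest these permutations can give). The sequence around the A was an input of the classifier, so the score is not independent of the motif. GGACG sites had a median score of 0.716, and the 472 sites without the C had a median of 0.551.

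**Figure D2:**
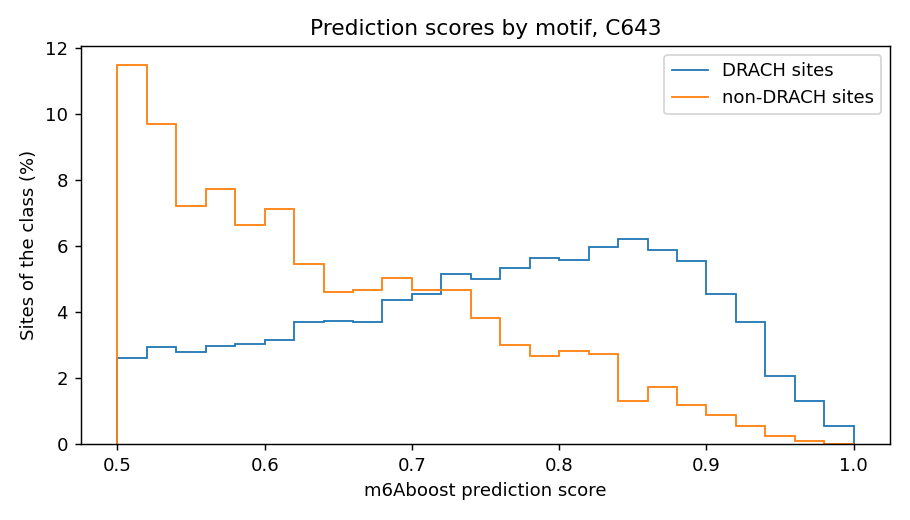
Percentage of the sites of each class (y axis) by m6Aboost prediction score (x axis), as outlined histograms for DRACH and non-DRACH sites. The DRACH sites have a median of 0.769, and the non-DRACH sites, with a median of 0.621, pile up next to the lowest score.

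Sites were then placed on host transcripts. Host genes were found for all but 256 sites, giving 3818 genes with a median of 3 sites each (quartiles 2 and 7, maximum 48). A single site was found in 795 genes (20.8%), and the 382 genes with the most sites held 30.7% of the sites with a host gene. The 3' UTR held 9695 sites (51.6%, 50.9 to 52.3), the coding sequence (CDS) 7378 (39.3%, 38.6 to 39.97) and the 5' UTR 433 (2.30%, 2.10 to 2.53). Exons of noncoding transcripts held 251 sites (1.34%), exons found only in transcripts that were not chosen as hosts held 938 (4.99%), introns held 93 (0.495%, 0.404 to 0.606) and 1 site was outside annotated genes.

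The question of whether m6A accumulates around stop codons was addressed with the 15513 DRACH sites in exons of 3538 coding transcripts. Within 200 nt of the stop codon lay 5224 of them (33.7%, 32.9 to 34.4), where redrawing the same number of DRACH motifs within each transcript placed 15.7%. The ratio was 2.14 (2.08 to 2.20, p = 1e-05, the smallest these permutations can give). Restricting sites and background to GGACT moved this most, to a ratio of 1.49 in the same direction. In 50-nt bins the ratio rose from 0.5003 in the bin that starts 1000 nt upstream to 2.81 between 50 and 99 nt downstream of the first nucleotide of the stop codon, and fell to 0.772 in the bin that starts 950 nt downstream.

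**Figure D3:**
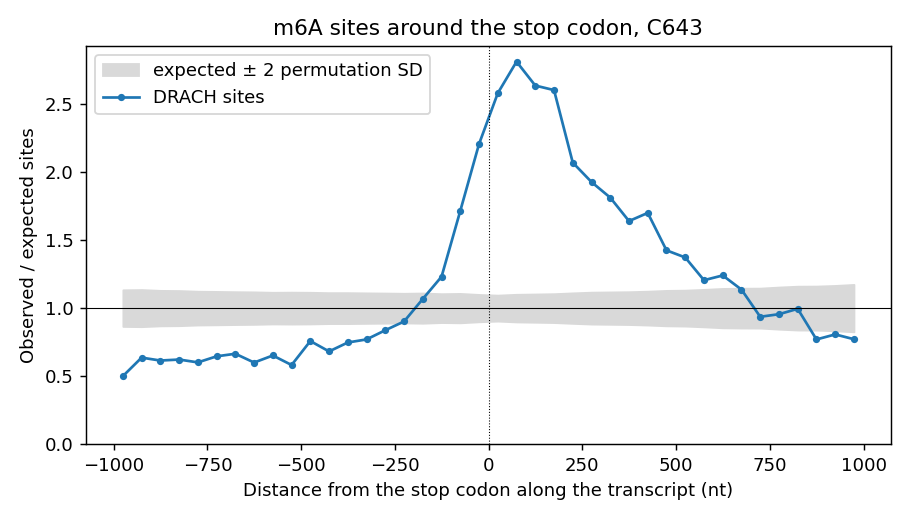
Ratio of observed to expected DRACH sites (y axis) in 50-nt bins of distance from the stop codon along the spliced transcript (x axis, nt, negative upstream), with the expectation from DRACH motifs of the same transcripts and a grey band of 2 permutation SD around it. The ratio reaches 2.81 just downstream of the stop codon and lies below 1 in the far upstream bins.

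The 3' UTR held 55.1% of these DRACH sites (54.3 to 55.8) against 42.4% expected, a ratio of 1.2996 (1.27 to 1.33, p = 1e-05, the smallest these permutations can give). This direction changed when the comparison was limited to motifs more than 100 nt from any exon junction, a choice made after seeing the data, where the ratio was 0.945 and also past the threshold (p = 1e-05, the smallest these permutations can give).

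In coding sequence of spliced transcripts, 1918 of 6245 DRACH sites (30.7%, 29.6 to 31.9) lay within 100 nt of an exon junction, where 58.8% were expected. The ratio was 0.523 (0.501 to 0.545, p = 1e-05, the smallest these permutations can give). As rates, 2.44% of coding DRACH motifs within 100 nt of a junction were listed (2.33 to 2.55) and 18.1% of those farther away in spliced transcripts (17.6 to 18.6).

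**Figure D4:**
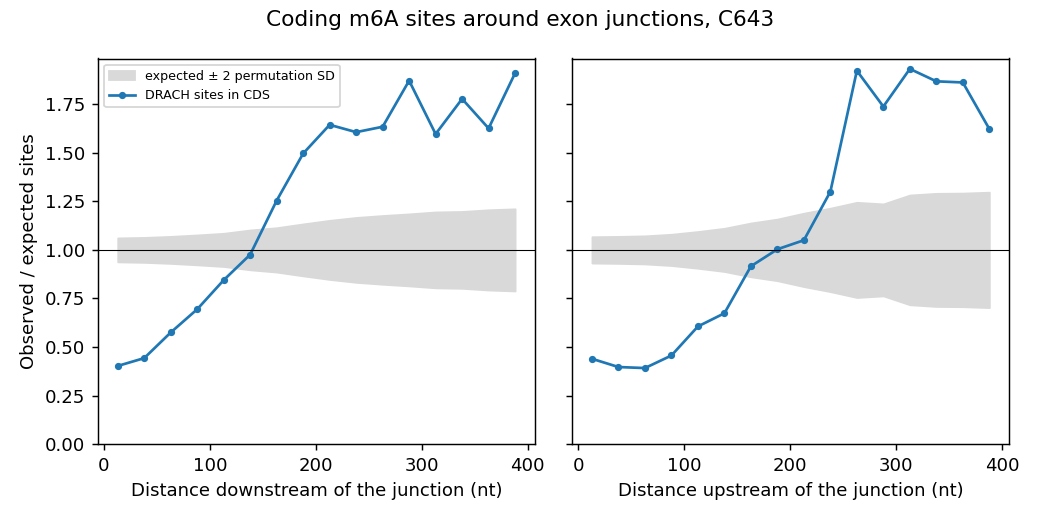
Ratio of observed to expected DRACH sites in coding sequence (y axis) in 25-nt bins of distance downstream (left) and upstream (right) of an exon junction (x axes, nt), with a grey band of 2 permutation SD around the expectation. The first bins stand at 0.403 downstream and 0.440 upstream, and the ratio passes 1 farther from the junction on both sides.

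Whether non-DRACH sites share the position of DRACH sites was tested in the 1218 coding transcripts that held both kinds. Of 1911 non-DRACH sites, 31.3% (29.3 to 33.5) lay within 200 nt of the stop codon, against 31.7% expected when the labels were permuted within transcripts. The ratio of 0.989 (0.943 to 1.04) was not past the threshold (p = 0.674, two-sided permutation test). The direction of this difference flipped under a score of at least 0.7 (ratio 1.03) and in a window of 400 nt (ratio 1.03), neither past the threshold.

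Intronic positions were tested with the 53 DRACH sites that lie in an intron of the host transcript and in no exon of the gene. The part of the intron before 20% of its length held 18 of them (33.96%, 22.7 to 47.4). The share of DRACH motifs in that part of each site's own intron, averaged over the sites, was 20.4%. The ratio of 1.66 gave p = 0.0248 in a two-sided exact binomial test, and 0.0279 after Benjamini-Hochberg adjustment over the 9 planned tests. The sites came from 25 genes and are not independent, and FAM20C alone held 10 of the 53. Without it, a choice made after seeing the data, the ratio was 1.64 (p = 0.0388 in the exact binomial test). With 1 site drawn at random per gene, also chosen after seeing the data, 11 of 25 sites lay there (Wilson interval 26.7% to 62.9%). The ratio was 1.92 (p = 0.0173 in the exact binomial test). This was a single draw, and another draw could give another count. The result fell short of the threshold under 3 of the alternatives fixed before the data were examined.

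Neighbouring DRACH sites of a transcript were close together. Of 12114 neighbouring pairs in 2786 transcripts, 3596 (29.7%) were at most 50 nt apart along the transcript, against 11.8% when the sites were redrawn from the motifs. The ratio was 2.51 (p = 0.0001, the smallest these permutations can give). Redrawing within the same region and class of distance to the stop codon and to junctions, also chosen after seeing the data, left a ratio of 1.29.

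The genes with the most sites were PLEC, H6PD, NDST1, FAM20C and HELZ2. PLEC, on the minus strand of chromosome 8, held 48 sites between positions 143915373 and 143929523, with 43 in the CDS and 5 in the 3' UTR. H6PD, on the plus strand of chromosome 1, held 45 sites between 9245056 and 9270783, with 14 in the CDS and 31 in the 3' UTR. NDST1, on the plus strand of chromosome 5, held 42 sites between 150521065 and 150557780, with 8 in the CDS, 31 in the 3' UTR and 3 in the 5' UTR. FAM20C, on the plus strand of chromosome 7, held 32 sites between 193477 and 260627, with 4 in the CDS, 14 in the 3' UTR, 13 in introns and 1 in an exon of another transcript. HELZ2, on the minus strand of chromosome 20, held 31 sites between 63558802 and 63574230, with 28 in the CDS, 2 in the 3' UTR and 1 in the 5' UTR. Among their exonic DRACH motifs, between 19.7% (PLEC) and 26.6% (NDST1) were listed, against 7.31% over all host transcripts. The genes were picked for their number of listed sites, which by itself favours a high rate.

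By the order fixed for ties, the highest scores were those of ID3 (chromosome 1, position 23558265, minus strand, GGACT), RTKN (chromosome 2, position 74426056, minus strand, GGACT) and SLC20A1 (chromosome 2, position 112663741, plus strand, GAACT), each with a score of 1 and each in the 3' UTR in the last exon. The lowest scores, all near 0.50, were at ABCC1 (chromosome 16, position 16142250, plus strand, GTACT, 3' UTR), LARP6 (chromosome 15, position 70832275, minus strand, GGATT, CDS) and SPRED2 (chromosome 2, position 65313922, minus strand, GGACC, CDS).

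Of the 9 genes fixed before the data were examined because the study names them, 5 held sites. DDIT4, which lies on the plus strand of chromosome 10, held 10 sites, 5 in the CDS and 5 in the 3' UTR, all in exon 3 of 3. The site at position 72275034, at a GGACT in the CDS, had a score of 0.847. RHOB is a gene of 1 exon on the plus strand of chromosome 2 and held 10 sites, 3 in the CDS and 7 in the 3' UTR. In its 3' UTR, the site at position 20448702 (TGACT) had a score of 0.806 and the site at position 20448698 (CAACT) had a score of 0.515. ABT1, on the plus strand of chromosome 6, held 6 sites, among them position 26598621 (GGACC, CDS, exon 3 of 3) with a score of 0.749. CCDC85B on chromosome 11 held 6 sites with scores from 0.694 to 0.960. MIF4GD on chromosome 17 held 7 sites with scores from 0.557 to 0.928. No site was listed in METTL3, METTL14, YTHDF1 or YTHDC1. Expression was not analysed here, so a gene without sites cannot be told from a gene with too few reads.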

Values the study reported

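The study reported 18,789 predicted m6A sites in C643 cells. For genes with high expression, it reported an overlap of 50.7% between the sites of C643 and those of HEK293T. In the high-confidence mouse sites used to train the classifier, it reported 741 sites (6.3%) outside DRACH motifs. Among all sites predicted in mouse embryonic stem cells, it gave 7.1% (1,813 of 25,456) outside DRACH. It reported that most of these non-DRACH sites lost signal in Mettl3 knockout cells. An antibody-independent assay there found Mettl3-dependent methylation at the tested non-DRACH positions, in Trim27 (GGATT), Palm3 (GTACT) and Hic2 (GGACG). It also reported binding of the m6A reader YTHDF1 at non-DRACH sites of HEK293T cells, less pronounced than at DRACH. In HEK293T cells, it tested single positions with an antibody-independent assay: DDIT4 at position 72275034 of chromosome 10 and RHOB at position 20448702 of chromosome 2 responded to a METTL3 inhibitor, a position in ABT1, 26598621 of chromosome 6, could not be shown to be modified, and the adjacent adenosines at 72275038 in DDIT4 and 20448698 in RHOB served as unmodified controls.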

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

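Across 13 results, 58 alternatives were computed. Of these, 46 kept the direction and the side of the threshold, or stayed within the interval of the value; 3 lost significance, 3 reversed and 6 moved. Ratios of observed to expected stayed on their side under every alternative run for DRACH (7.90 to 11.6), for the stop codon (1.49 to 2.35), for GGACT (3.08 to 3.67), for neighbouring sites (1.29 to 3.06) and for exon junctions (0.419 to 0.731). The median of 3 sites per gene did not move under its 3 alternatives. The difference in score was -0.147 without the last block of the list, an alternative chosen after seeing the data.

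A score of at least 0.7 left 11811 sites, and lowered the share in introns to 0.339% and the share at transcript starts to 0.440%; fewer sites follow from the construction, and the cause of the changed shares was not tested. The share at transcript starts, 0.825% as reported, was 0.293% with canonical starts, 1.05% with the starts of all transcripts and 2.59% within 50 nt, which follows from the number of starts and the window.

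The 3' UTR share reversed to a ratio of 0.945 when only motifs more than 100 nt from any junction were used, an alternative chosen after seeing the data. The reversed ratio was itself past the threshold (permutation p = 1e-05, the smallest these permutations can give). The change follows from the motifs left out: pooled over transcripts, 78624 of the 104057 coding DRACH motifs lie within 100 nt of a junction and 2.44% of them were listed, against 18.3% of the other coding motifs, transcripts without a junction included, and 9.08% of 3' UTR motifs. The near-stop ratio of non-DRACH sites reversed to 1.03 with a score of at least 0.7 and to 1.03 within 400 nt, with permutation p = 0.530 and p = 0.0568; p over its alternatives ran from 0.0568 to 0.900, none past the threshold, and the cause was not tested.

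The excess of intronic sites in the initial part of the intron lost significance in the exact binomial test with a score of at least 0.7 (ratio 1.68, p = 0.150), with canonical transcripts (1.52, p = 0.0816) and with sites in no exon of any gene on the strand (1.58, p = 0.0506), where fewer sites or other introns were tested. Its exact p over all alternatives ran from 0.0173 to 0.150. Leaving out each replicate was not possible because the deposited list pools the replicates. No paired analysis was possible because there is 1 group.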

Other observations

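Of the tests below, those of the classifier's sequence window, of the regions of every isoform, of the scores of the last block, of chromosomes and of the last exon beyond 400 nt were chosen only after the result was seen. The series has 1 group, so no biological explanation was tested by a comparison of groups.

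Several technical explanations of the accumulation near the stop codon were tested. The classifier was told whether any isoform places a peak in a 5' UTR, CDS or 3' UTR. Among 3' UTR motifs of the chosen transcripts the first 200 nt still held more sites than expected, with a ratio of 1.72 (1.67 to 1.77). Other isoforms can give such motifs another region, so the test was repeated with 3' UTR motifs that lie in no coding sequence or 5' UTR of any annotated transcript. The ratio was 1.75 (1.70 to 1.81), which argues against the region features as the whole cause. Among motifs more than 100 nt from any junction the ratio was 1.76 (1.71 to 1.81), which argues against junction depletion as the whole cause. For the last exon, the test planned in advance went the way that explanation needs: of coding sites within 200 nt before the stop codon, 91.3% lay in the last exon against 86.9% expected, a ratio of 1.05. Coding motifs of that window outside the last exon all lie less than 200 nt before a junction, where coding sites were mostly scarce. Junction depletion could therefore also give a ratio above 1, and the 1.05 does not separate the explanations. A second test, in transcripts whose stop codon lies more than 400 nt into the last exon, went against the last exon as the whole cause. There the near-stop ratio within the last exon was 1.61 (1.51 to 1.70). The first 200 nt of that exon held a ratio of 0.814 (0.721 to 0.914). They are coding sequence that follows a junction, where coding sites were scarce in general. The 0.814 therefore decides nothing about the last exon. Read coverage along transcripts stays open, since coverage was not analysed here.

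The scarcity of coding sites near junctions was tested against alignment. Reads run downstream from the site, so poor alignment across junctions would spare the start of an exon. The first 100 nt of exons, more than 100 nt from the next junction, held a ratio of 0.472 (0.446 to 0.499), which argues against that explanation as the whole cause. The last 100 nt of exons, more than 100 nt after the previous junction, held a ratio of 0.371 (0.340 to 0.402), so a contribution at exon ends stays open; the difference between the ratios was not tested. A hypothesis is that deposition of m6A is reduced close to junctions, which this list cannot test.

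Host transcripts were rich in GC. The median GC content was 57.2% in the 3611 coding genes with a site in an exon of the chosen transcript and 46.6% in 15333 other coding genes. The latter include 112 genes whose sites lay outside those exons, and without them the median was 46.5% in 15221 genes. Such exonic sites were listed in 0.914% of genes under 40% GC and in 39.96% of genes of 60% or more. Across 23 chromosomes, listed sites per 1000 DRACH motifs followed the median GC content of coding genes (Pearson's r 0.960, Spearman's rho 0.889, permutation p = 1e-05 for both, the smallest these permutations can give), the 1 such relation computed. Without chromosomes 19 and 22, farthest from the median GC content, r was 0.951 and rho 0.856, so those chromosomes do not decide the relation. Within transcripts, GC content 50 nt to either side was higher by 2.89 percentage points at listed motifs than at redrawn ones, as GC bias of the sequenced fragments would give. The difference was 3.18 points with the 21-nt window of the classifier left out, which argues against that window as the cause. Redrawn within the same region and distance classes it was 1.36 points. GC bias may contribute; expression, which was not analysed here, and a preference of the modification itself stay open.

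The share of non-DRACH sites here was 11.3%. That is higher than the values quoted from the study above, which are for mouse cells. The quoted training sites had also been limited to peaks reduced in Mettl3 knockout cells, with the rarest pentamers removed. At a score of at least 0.7, a threshold that was not applied to the quoted values, the share was 5.47% (5.07 to 5.89). A misplaced peak a few nt from a DRACH adenosine would leave such an adenosine nearby more often than chance. Of 2017 non-DRACH sites, 9.72% had one within 5 nt against 18.4% expected, a ratio of 0.529 (0.460 to 0.601), but such an adenosine lies within the 21-nt window that the classifier selects on, and the frequent pentamers leave no room for it at several offsets. This test therefore decides nothing, and misplacement stays open for this list. The evidence for non-DRACH sites quoted from the study above comes from other cells. A single pair is of interest, chosen after its values were seen: in RHOB, position 20448698 on chromosome 2 is listed at a CAACT with a score of 0.515, beside the listed TGACT at 20448702. The adjacent control adenosine in DDIT4 quoted above is not listed.

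The list restarts at chromosome 1 for its last 221 sites. Of these, 94.6% lay in exons of the chosen transcripts (90.8 to 96.9), against 94.5% of the other 18568 (Fisher's exact test, p = 1), which argues against a block of sites outside the filtered transcripts. Their median score of 0.623 was lower than the 0.756 of the rest, by a difference of -0.133 (permutation test, p = 1e-05, the smallest these permutations can give), as a block of lower-confidence sites would give, and 81.9% were at DRACH against 88.8%. The site at 20448698 is in this block. How the block arose stays open.

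Within 10 nt of the start of an annotated transcript that met the limits on support level lay 155 sites (0.825%, 0.705 to 0.965), 17 of them at the first nucleotide. Cap-adjacent m6Am, which the antibody also binds, is a candidate source. DRACH made up 87.7% of them (81.6 to 92.0) against 88.7% of the others (Fisher's exact test, p = 0.702), but the classifier selects on the surrounding sequence, so peaks outside DRACH at starts would seldom be listed whatever their source. This test therefore decides nothing, and m6Am stays open.

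FAM20C held 13 of the 93 intronic sites, which came from 40 genes. They lie between positions 195887 and 200540 of chromosome 7 in 1 intron of 13165 nt. Mitochondrial RNA held 3 sites, at positions 1524, 2682 and 3647, with scores of 0.596, 0.637 and 0.502; 2 of their pentamers, TAACT and TGACC, are DRACH.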
